# ADARs mediate distinct RNA editing activity and gene regulation in the *Caenorhabditis elegans* germline

**DOI:** 10.1261/rna.080820.125

**Published:** 2026-07

**Authors:** Emily A. Erdmann, Leanne H. Kelley, Heather A. Hundley

**Keywords:** inosine, translational regulation, ADR-2, ADR-1, posttranscriptional

## Abstract

Tissues rely on unique landscapes of gene regulation to allow the organism to correctly develop, function, and respond to changes. One component of these gene regulatory networks is RNA binding proteins (RBPs), which bind and modify RNA molecules leading to changes in the cellular fate of transcripts. The adenosine deaminase acting on RNA (ADAR) family of RBPs modify RNAs by catalyzing the deamination of adenosine (A) to inosine (I), known as A-to-I RNA editing. Prompted by recent evidence that ADARs play important roles in germline biology, we profiled editing activity of the A-to-I editing enzyme ADR-2 on transcripts in the *Caenorhabditis elegans* germline. These analyses revealed that many germline editing events are distinct from editing events in other tissues; however, the previously described role of the inactive deaminase ADR-1 in regulating editing activity by ADR-2 is conserved in the germline. We find that complete loss or misregulation of editing has little effect on the expression of edited transcripts within the germline; however, loss of ADARs results in the misexpression of several unedited germline transcripts. Intriguingly, further investigation suggests that these expression changes are buffered at the translational level. In all, the results of this study suggest that ADARs show unique activity in the *C. elegans* germline and that compensatory mechanisms exist to lessen the immediate consequences of loss of ADAR function within the germline.

## INTRODUCTION

RNA-level regulation of gene expression is essential in coordinating proper development and organismal function. In particular, RNA regulation is important in tissue diversification (Franks et al. 2017). One mechanism of RNA regulation important for proper tissue development is RNA modifications, by which RNAs are chemically altered to affect their cellular fate (Porat 2025).

Adenosine-to-inosine (A-to-I) RNA editing is one of the most abundant RNA modifications in metazoans (Zhang et al. 2023) and is catalyzed by the adenosine deaminase acting on RNA (ADAR) family of RNA binding proteins (Datta et al. 2023). A-to-I editing can have various effects on transcript fate (Eisenberg and Levanon 2018). As inosine is read as guanosine by the translational machinery, editing in coding regions of transcripts can lead to changes in codons, resulting in changes in the amino acid sequence of the encoded peptide (Lewis 2023). While this “recoding” editing can have important impacts, A-to-I editing is abundant within noncoding regions of transcripts (Bazak et al. 2014). Noncoding editing primarily affects RNA processing and regulation and can lead to changes in gene expression, which ultimately result in physiological changes at the cell, tissue, and organismal levels (Rueter et al. 1999; Yang et al. 2006, 2017; Lev-Maor et al. 2007; Scadden 2007; Hsiao et al. 2018; Liu et al. 2024). A-to-I editing patterns and frequency are known to differ throughout developmental stages and tissues (Lev-Maor et al. 2007; Ekdahl et al. 2012; Tan et al. 2017; Rajendren et al. 2021). As such, tissue- and cell type–specific studies have proven useful in identifying novel molecular and biological consequences of editing (Fei et al. 2016; Deffit et al. 2017; Chen et al. 2024).

In addition to A-to-I editing, ADARs are double-stranded RNA (dsRNA) binding proteins and can target dsRNAs ranging from small RNAs and their precursors to longer transcripts containing intramolecular duplexes (Marônek et al. 2025). dsRNA binding by ADARs can impact transcripts by competing with other RNA binding factors for targets or by recruiting other RNA binding factors to targets (Karlström et al. 2024; Mahapatra et al. 2025). These interactions can ultimately lead to changes in transcript processing and stability. As such, several editing-independent effects of ADARs have also been shown to play important roles in tissue development and functions (Capshew et al. 2012; Cho et al. 2018; Deng et al. 2020; Erdmann et al. 2024).

Due to the severe neural defects originally reported upon loss of ADARs in mammals (Burns et al. 1997; Higuchi et al. 2000), tissue-specific studies have mainly focused on the nervous system (Liscovitch et al. 2014; Deffit et al. 2017; Sapiro et al. 2019; Rajendren et al. 2021). However, transcriptomic studies have identified ADAR expression and editing events across a wide range of human tissues (Tan et al. 2017). Recently, emerging evidence from mammalian studies has pointed to biological roles for ADARs in germline development and function (Snyder et al. 2020; Nelson et al. 2022). While previous studies have identified editing events in germline tissues, the molecular consequences of ADARs on germline transcripts remain largely unknown.

The nematode *Caenorhabditis elegans* is an ideal model system for assessing the impacts of ADARs as null mutants are viable (Tonkin et al. 2002). While A-to-I editing and ADAR function have been studied extensively at the whole animal level in *C. elegans* (Washburn et al. 2014; Whipple et al. 2015; Zhao et al. 2015; Rajendren et al. 2018; Ganem et al. 2019; Eliad et al. 2024; Schiksnis et al. 2024), and in neural tissues (Deffit et al. 2017; Rajendren et al. 2021), there is little understanding of ADAR activity in the germline. Given emerging evidence that ADR-2, the sole A-to-I editing enzyme in *C. elegans*, is expressed widely in germline tissues (Eliad et al. 2024) and plays roles in regulating germline processes (Reich et al. 2018; Fischer and Ruvkun 2020; Erdmann et al. 2024), this study aimed to investigate how ADR-2 regulates transcripts in the *C. elegans* germline. Using an unbiased, high-throughput approach, we profile the molecular targets of germline ADARs and characterize the consequences of ADAR function on the expression and translation of these transcripts.

## RESULTS AND DISCUSSION

### ADARs are expressed throughout the *C. elegans* adult germline

In a previous study, *adr-2* mRNA expression was found to be significantly reduced in young adult neural cells compared to L1 neural cells; however, the total *adr-2* mRNA expression in the animal remained unchanged (Rajendren et al. 2021), begging the question of where most *adr-2* expression is taking place in young adult animals. As the onset of young adulthood corresponds to reproductive maturity in *C. elegans* (Pazdernik and Schedl 2013), we were curious whether this expression could be coming from the germline. To determine the contribution of the germline to total ADAR expression in young adult animals, mRNA expression of the active deaminase *adr-2* and the other *C. elegans* ADAR family member, the inactive deaminase *adr-1* (Washburn et al. 2014), was measured in wild-type animals and *glp-4(bn2)* temperature-sensitive mutant animals which fail to develop germ cells when raised at a restrictive temperature (25°C) (Beanan and Strome 1992). Genomic deletion mutants of *adr-1* and *adr-2* were included as negative controls. Strikingly, germline-lacking *glp-4(bn2)* animals show a significant decrease in *adr-2* expression compared to germline-containing wild-type animals (Fig. 1A, left), suggesting that the majority of *adr-2* mRNA expression in young adult animals is within the germline. Similar results were seen for *adr-1*, with *glp-4(bn2)* germline-lacking animals showing similar *adr-1* mRNA levels to those detected in *adr-1(-)* animals, a significant decrease compared to wild-type, germline-containing animals (Fig. 1A, right). Together, these data suggest that ADARs are abundantly expressed at the mRNA level in the germline of young adult animals. However, as mRNA expression does not always scale with protein expression, and as many germline transcripts are translationally repressed and stored for use in the early embryo (Quarato et al. 2021), it is important to confirm whether ADARs are also expressed at the protein level in the germline.

**FIGURE 1.**
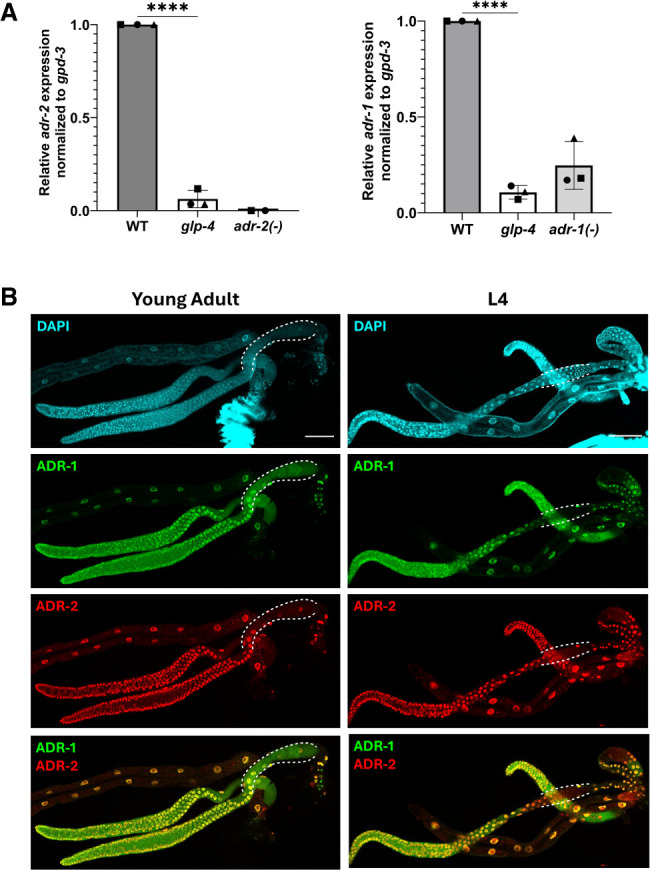
ADARs are abundantly expressed in the young adult *C. elegans* germline. (*A*) Relative mRNA expression of *adr-2* (*left*) and *adr-1* (*right*) in wild-type, germline-lacking *glp-4* temperature-sensitive mutant, and *adr* null mutant young adult animals raised at the restrictive temperature of 25°C. *adr* expression is normalized to the housekeeping gene *gpd-3*. Data represent three biological replicates. Significance determined via one-way ANOVA, (****) *P* ≤ 0.0001. (*B*) Representative confocal images of young adult (*left*) and L4 (*right*) extruded germlines stained for DAPI (*top*, cyan), V5::ADR-1 (*top middle*, green), and 3xFLAG::ADR-2 (*bottom middle*, red). (*Bottom* panel) Signals of ADR-1 and ADR-2 panels merged. Dotted lines denote proximal germline region containing oocytes (young adult) or sperm (L4). Each image includes two gonad arms and the intestine from the same animal. Scale bars, 50 μm.

Recently, we have shown that ADR-2 protein is expressed in germ nuclei throughout gametogenesis, and in mature oocytes but not in mature sperm (Erdmann et al. 2024). To determine where ADR-1 is expressed in the germline and whether it correlates with ADR-2 expression, germlines were extruded from young adult and L4 animals, and immunostaining was performed for both V5-tagged ADR-1 and 3xFLAG-tagged ADR-2. ADR-1 shows a similar expression pattern to that of ADR-2, with expression in germ nuclei throughout gametogenesis and in oocytes (Fig. 1B, left) but not in sperm (Fig. 1B, right). While both ADARs show a strong nuclear signal, ADR-1 also appears to be distributed throughout the cytoplasm (Fig. 1B) while, consistent with previous reports, ADR-2 appears more restricted to the nucleus (Eliad et al. 2024; Erdmann et al. 2024).

### Profiling A-to-I RNA editing activity on germline transcripts

Given our results that both ADR-2 and ADR-1 are expressed throughout the germline, we sought to determine whether ADARs are active in catalyzing and regulating A-to-I RNA editing in the germline. To profile A-to-I editing in the young adult *C. elegans* germline, germline RNA sequencing was performed. 

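Germlines were dissected from wild-type and adr-2(-) young adults 60 h after egg-lay, with 3 biological replicates of each strain raised at 20°C, and poly(A)-selected RNA was sequenced. The authors prepared stranded libraries, aligned the reads to the WS275 genome with STAR and called A-to-I editing with SAILOR, which lists positions where reads carry G in place of the A of the genome. The deposited calls hold 1 list for each wild-type replicate and 1 merged list for the adr-2(-) germlines, so the adr-2(-) calls have no spread between replicates. Each position has its read coverage, its share of edited reads, a confidence score and the gene region in which it lies. The lists hold 91169 positions for wild-type replicate 1, 183393 for replicate 2, 101207 for replicate 3 and 198578 for adr-2(-). Median coverage at the listed positions was 409 reads in replicate 1, 755 in replicate 2, 429 in replicate 3 and 875 in adr-2(-), and no position was listed with fewer than 5 reads. A single edited read supported 73.5% of the positions in replicate 1, 66.4% in replicate 2, 71.8% in replicate 3 and 67.6% in adr-2(-). At every position not edited in all of its reads, the confidence equalled the probability, under a beta distribution of the edited and unedited reads, that the edited share exceeds 1%, so it depends on depth as well as on the edited share. Sites were matched between lists by chromosome, position and strand, and the reads carry no molecular identifiers that were used here, so intervals cover counting error only.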

Sequencing libraries were prepared from dissected germline samples from wild-type and *adr-2(-)* animals, and sequencing reads were aligned to a reference genome. To identify editing sites in germline transcripts, we used SAILOR, a bioinformatic program that identifies high-confidence A-to-I editing sites (Deffit et al. 2017; Kofman et al. 2023). Putative A-to-I editing sites were restricted to sites with a reproducible confidence level ≥75% from SAILOR in all three biological replicates (1098 putative editing sites) of the wild-type germline samples. 

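The confidence minimum of 0.75 was reached at 5035 positions in wild-type replicate 1, 7475 in replicate 2 and 5192 in replicate 3, or 14524 different positions in all. Replicates 1 and 2 shared 1561 of these, replicates 1 and 3 shared 1178, and replicates 2 and 3 shared 1537. All 3 replicates shared 1098, which lay in 75 genes. The requirement for all 3 replicates changed the number most: 2080 positions reached the minimum in at least 2 of them.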

As *adr-2(-)* animals lack A-to-I editing (Tonkin et al. 2002; Washburn et al. 2014), the *adr-2(-)* RNA-seq data serve as a control for the computational analysis. 

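Of the 1098 sites that reached the confidence minimum in every wild-type replicate, 86 sites in 26 genes were also listed for adr-2(-) germlines at any confidence. The median percent editing of the 86 sites was 33.6% in wild type, over a range of 1.92% to 94.7%, and 0.231% in adr-2(-), over a range of 0.0301% to 15.1%. In adr-2(-), 60 of the 86 sites had 1 edited read, at a median coverage of 568 reads over all 86, and 80 had a confidence under 0.75. The edited share was higher in the pooled wild-type reads at 83 of the 86 sites by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 86 sites. This test compares the reads of the pooled libraries and not replicates.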

Consistent with this, SAILOR analysis on the RNA-seq from *adr-2(-)* germlines identified 86 sites that were also identified in the wild-type animals, which were in turn removed as false positives. These analyses identified a final list of 1012 high-confidence A-to-I RNA editing sites in 71 germline transcripts (Supplemental Table S1). 

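The 1012 sites left in 71 genes had a median percent editing of 25.1% in wild-type replicate 1, 22.5% in replicate 2 and 25.0% in replicate 3, at median coverages of 64, 137.5 and 56.5 reads. Averaged over the replicates, the median was 25.2%, with quartiles of 12.3% and 44.9%, and 202 sites were edited at 50% or more. The SD over replicates of a single site had a median of 6.78 percentage points. Across sites, percent editing correlated between replicates with Pearson's r of 0.797 for replicates 1 and 2, 0.728 for 1 and 3 and 0.805 for 2 and 3; neighbouring sites are not independent. By Fisher's exact test with Benjamini-Hochberg adjustment, 156 sites differed between replicates 1 and 2, 155 between 1 and 3 and 101 between 2 and 3, more than counting error alone gives.
Sites were close together, with 977 of them (96.5%) within 50 nt of another. The 10 genes with the most sites held 490 of them (48.4%). Y92H12BL.1 (WBGene00022363) had 70 sites between 1358465 and 1359490 on chromosome I in WS275 coordinates, all in its 3′ UTR, with a mean percent editing of 32.6% ± 0.375 (SD, n = 3). It was followed by eif-4A3 with 57 sites, mdt-17 with 55, gmn-1 with 50, aps-3 with 49, Y54E10A.6 with 48, the pseudogene WBGene00018862 with 44, eif-2alpha with 42, algn-7 with 39 and Y54E10BR.2 with 36. scyl-1 had 32 sites and gid-7 had 3.
The highest percent editing among sites with at least 20 reads in every replicate was 96.2% ± 2.95 (SD, n = 3), at position 5369486 of chromosome I in WBGene00018862. The next were 90.9% ± 6.78 at 12159731 of chromosome III in the 3′ UTR of Y75B8A.7 and 90.4% ± 5.71 at 12224410 of chromosome III in the 3′ UTR of gmn-1. In the 3′ UTRs of scyl-1, at 13037189 of chromosome V, and of algn-7, at 19927403 of chromosome V, percent editing was 89.6% ± 10.0 and 89.5% ± 1.72. The site in WBGene00018862 was above that of algn-7 in every replicate, and the differences between the other means were smaller than any of their SDs. Because adr-2(-) animals lack editing, the paper reasons that sites called in both strains are false positives and takes the sites that remain as the high-confidence list.

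**Figure D1:**
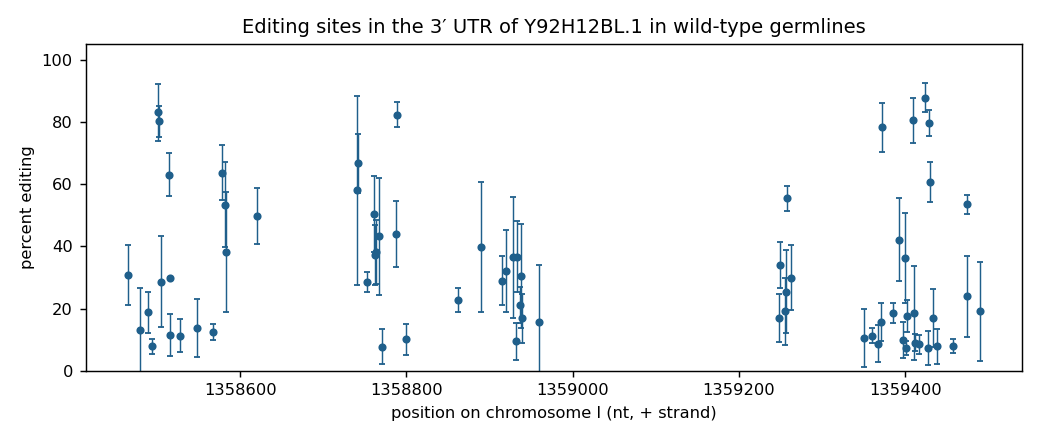
Percent editing (vertical axis) of the 70 sites of Y92H12BL.1 against their position on chromosome I (horizontal axis, nt). Points are means of 3 wild-type replicates and bars are SD; neighbouring sites range from 7.27% to 87.8%.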

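The deposited calls place 880 of the 1012 high-confidence sites in 3′ UTRs, a share of 86.96% (95% exact Clopper-Pearson interval 84.72% to 88.97%), in 56 genes. Another 45 sites were in exons of transcripts without a coding region, 37 in introns, 29 between genes and 17 in 5′ UTRs, so that 1008 sites (99.6%) lay outside coding sequence. Because sites gather in few genes, the interval understates the error: with each gene counted once, the mean share in 3′ UTRs was 78.1%. Among all positions at the confidence minimum in a single replicate, the share was 35.3% in replicate 1, 35.0% in replicate 2 and 35.0% in replicate 3. Median percent editing was 24.0% in 3′ UTRs and 52.1% in introns. The smallest edited share that can be listed is higher at low depth. Coverage was not compared between regions, so these medians do not rank them.
The 4 sites in coding sequence had low percent editing. That of slc-30A5, at 14361180 of chromosome I, was 16.2% ± 3.87 (SD, n = 3), from 121 to 351 reads per replicate. Those of orc-2 on chromosome II were 4.17% ± 4.15 at 10876264, 3.53% ± 2.74 at 10876428 and 3.35% ± 2.30 at 10876429.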

Similar to editing site analysis from adult whole worms (Schiksnis et al. 2024) and adult neural cells (Rajendren et al. 2021), the majority of germline editing sites were located in noncoding regions of transcripts, primarily the 3′ untranslated region (UTR) (Fig. 2A; Supplemental Table S1).

**FIGURE 2.**
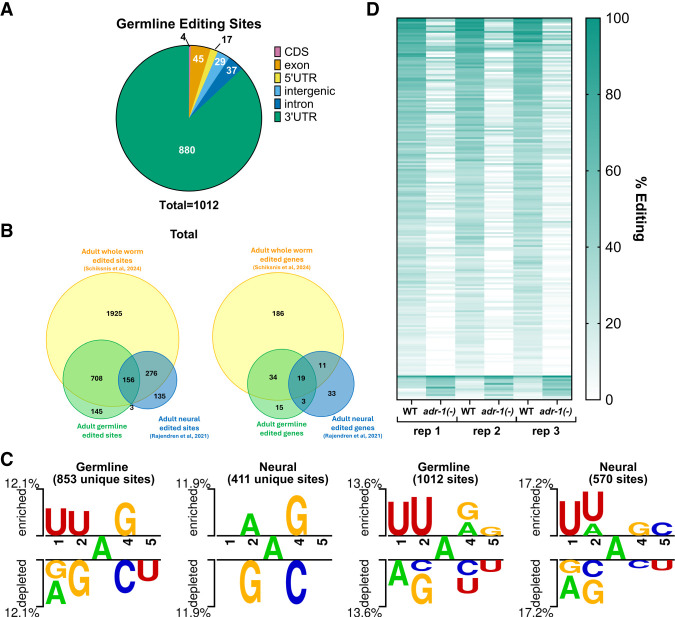
ADR-2 edits distinct targets in the germline and is regulated by ADR-1. (*A*) Genic distribution of high-confidence germline editing sites identified in RNA-seq data from germlines of wild-type animals. (*B*) Comparison of edited sites (*left*) and edited genes (*right*) between adult germline samples (this study, green), adult neural samples (Rajendren et al. 2021) (blue), and adult whole worm samples (Schiksnis et al. 2024) (yellow). (*C*) Two Sample Logo analyses comparing flanking nucleotides of germline and/or neural editing sites to flanking nucleotides of nearby random adenosines. Favored (above) and disfavored (below) nucleotides are shown on the *x*-axis. Letter height corresponds to the difference between the positive and background inputs. Statistical significance was determined by a two-sample *t*-test, *P* < 0.05, with no Bonferroni correction. (*D*) ADR-1-regulated germline editing sites. Percent editing at individual germline editing sites for three independent biological replicates of RNA-seq data from wild-type and *adr-1(-)* germlines.

Comparing our list of germline editing sites to a previously published data set from adult worms (Schiksnis et al. 2024), we found a strong overlap in edited sites and edited genes, as would be expected because the adult samples were from the entire animal, and thus, include the germline (Fig. 2B; Supplemental Table S1). To get a better idea of how germline editing compares to other tissues, we also compared our list of germline editing sites to a previously published data set from adult *C. elegans* neural cells (Rajendren et al. 2021). While there was some overlap between the neural and germline editomes (159 sites in 22 genes), the majority of neural and germline editing sites were mutually exclusive, with 411 sites and 44 genes exclusively identified in the neural editome and 853 sites and 49 genes exclusively identified in the germline editome (Fig. 2B; Supplemental Table S1). One possibility for the identification of unique germline-edited genes is that the genes are exclusively expressed in the germline and thus unable to be edited in other tissues. To determine whether tissue-specific expression was driving identification of germline-specific editing, we assessed the expression patterns of the 49 germline-specific edited genes and found that all of these genes are also expressed in neurons in young adult animals (Supplemental Table S1; Ghaddar et al. 2023). These data demonstrate that while some A-to-I editing sites and edited genes are conserved across tissues, there are also tissue-specific differences in editing patterns, which may allow for unique biological consequences of editing in different tissues. Consistent with these tissue-specific differences, examining the nucleotides immediately adjacent to the editing sites revealed differences in the favored and disfavored nucleotides surrounding editing sites unique to each tissue (Fig. 2C). Interestingly, these differences were not observed by simply analyzing nearest neighbors of the complete list of editing sites in each tissue, presumably due to similarities in the editing sites shared between the tissues (Fig. 2C). This work suggests that there may be factors important for specific regulation of ADAR activity in a given tissue.

ADR-1 has been shown to regulate A-to-I editing by ADR-2 in neural tissues (Washburn and Hundley 2016; Rajendren et al. 2021). Due to the differences in ADR-2 editing patterns seen between neural and germline tissues, we wanted to determine whether ADR-1 regulates editing of germline transcripts. We assessed editing levels for germline-edited sites in wild-type and *adr-1(-)* germlines by performing variant calling on germline RNA-seq data. Variants mapping to our 1012 high-confidence editing sites were selected for further analysis. To ensure identification of only robust changes in editing, regulated sites were defined as those with read coverage of >10 reads in both wild-type and *adr-1(-)* sequencing data and exhibiting a greater than |5%| difference in editing between wild type and *adr-1(-)* for all three biological replicates. Upon applying these parameters, 205 germline editing sites were designated as ADR-1-regulated (Fig. 2D; Supplemental Table S2). ADR-1-regulated sites were found within 36 of the 71 germline-edited genes. For the vast majority of these sites (192/205), editing decreased upon loss of *adr-1*, suggesting that ADR-1 promotes ADR-2 activity at these sites in wild-type germlines. The remaining 13 sites showed an increase in percent variant reads in *adr-1(-)* germlines compared to wild type, suggesting ADR-1 inhibits editing at these sites in wild-type germlines. However, it is important to note that while these data indicate that ADR-1 regulates A-to-I editing by ADR-2 in the germline, the ADR-1-regulated editing sites in the germline both overlap with editing sites shared between the germline and neurons and ones that are specific to the germline, suggesting that ADR-1 is likely not a factor that could be contributing to editing site specificity (Fig. 2C) in a given tissue.

Together, these data demonstrate that A-to-I editing has context-dependent characteristics, such as substrate sequence, that vary by tissue, but also RNA binding protein regulators that function across tissues. To understand the germline- and neural-specific functions and deposition of RNA editing sites, future experiments should seek to identify specific regulators of editing in these tissues.

### ADR-2 regulates expression of ribosomal RNA

To investigate whether A-to-I editing can affect mRNA expression of germline transcripts, we performed differential gene expression analysis between wild-type and *adr-2(-)* germlines. 

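Expression was compared between the same 3 wild-type and 3 adr-2(-) germline libraries. The authors counted reads per gene, divided the counts of each library by a size factor and deposited the normalized counts of 18206 genes with their own DESeq2 comparison. All of the values were whole multiples of what 1 read is worth in their library, so the reads were recovered: 44991286, 96397215 and 48726973 on genes in wild-type replicates 1, 2 and 3, and 33658937, 33935021 and 38310069 in adr-2(-) replicates 1, 2 and 3. Wild-type replicate 2 was the deepest, at a size factor of 2.07, and 1 read counts for 0.483 normalized counts there against 1.36 in adr-2(-) replicate 2. The 10 highest genes took between 5.93% and 7.41% of the reads of a library. Reads on rRNA genes made up 0.596%, 1.32% and 0.858% in wild type and 0.282%, 0.413% and 0.261% in adr-2(-).
As the values are normalized, the main test was limma with a mean-variance trend on log2(normalized count + 1), for the 9779 genes with a mean of at least 10 normalized counts. Fold changes are therefore on that scale, which understates the change of genes with few reads. A gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05 and a log2 fold change of at least 0.5 in either direction, the thresholds of the paper. The smallest p-value of an exact permutation test of 3 libraries against 3 is 0.1.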

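The gene gid-7 (WBGene00021482) lies on the minus strand of chromosome V, from 3749392 to 3757074 in the WBcel235 annotation, and has 3 editing sites in its 3′ UTR, with a mean percent editing of 54.1% ± 18.9 (SD, n = 3). Its normalized count was 434 ± 74.2 (SD, n = 3) in adr-2(-) and 253 ± 46.9 (SD, n = 3) in wild-type germlines. The log2 fold change was 0.78 (standard error 0.18, adjusted p = 0.158 from limma with Benjamini-Hochberg adjustment), and every adr-2(-) library had a higher count than every wild-type library (exact permutation test, two-sided, p = 0.1). Leaving out each library in turn gave log2 fold changes from 0.68 to 0.92. DESeq2 on the recovered reads gave an adjusted p-value of 0.00962, which calls the gene; with each library left out in turn, DESeq2's adjusted p-value ranged from 0.0018 without adr-2(-) replicate 1 to 0.149 without adr-2(-) replicate 3.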

Edited genes show minimal changes in expression between wildtype and *adr-2(-)* (Fig. 3A; Supplemental Table S3), with only one edited gene (*gid-7*) showing a significant change in expression (*P*_adj_ ≤ 0.05, log_2_ fold change ≥0.5). This suggests that A-to-I editing does not directly impact germline mRNA expression of most edited transcripts in *C. elegans*.

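Of the 71 edited genes, 68 were in the expression table and all of these were tested. Their median log2 fold change was 0.02, and it ranged from -0.33 for ifc-2 to 0.78 for gid-7, with a median standard error of 0.07. In adr-2(-) germlines 39 were higher and 29 lower. None was called by limma with Benjamini-Hochberg adjustment over all genes tested, and 0 were called adjusted over the list alone, or 1 without adr-2(-) replicate 1; 12 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0975, from limma, for Y39E4B.10, at a log2 fold change of 0.39. scyl-1 had a log2 fold change of -0.06 (standard error 0.08, adjusted p = 0.796, limma). From the small changes of the edited genes, the paper proposes that editing does not directly alter the mRNA level of most edited transcripts in the germline.

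**Figure D2:**
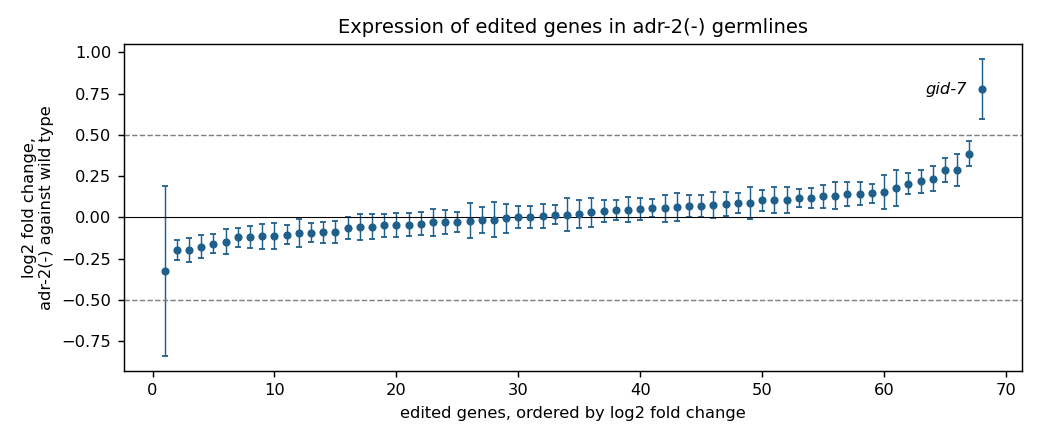
Log2 fold change of adr-2(-) against wild type (vertical axis) for the 68 edited genes, ordered by that value (horizontal axis). Bars are standard errors from limma and dashed lines mark log2 fold changes of 0.5 and -0.5; gid-7 lies above the upper line at 0.78.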

**FIGURE 3.**
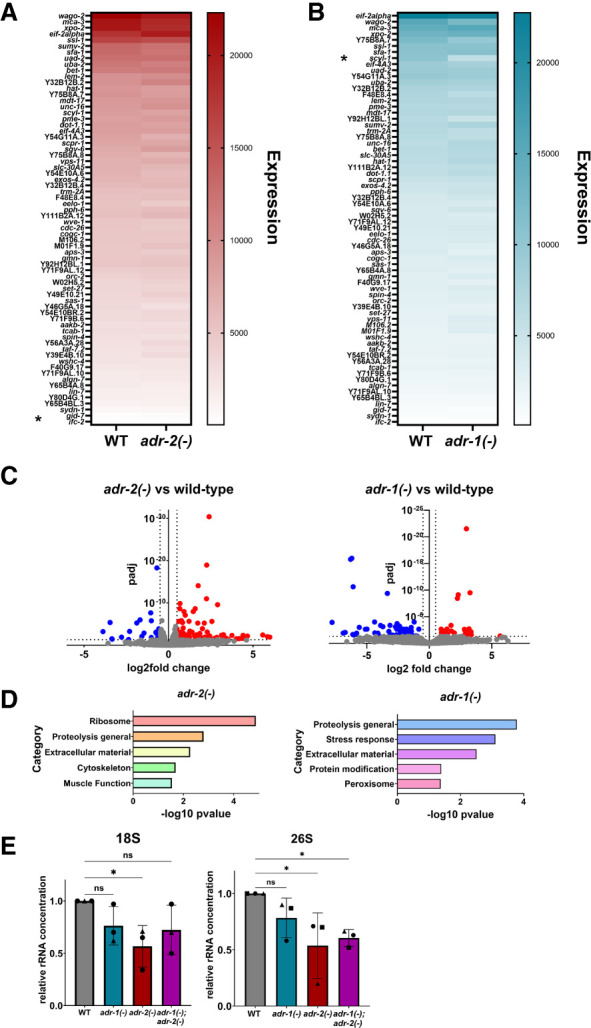
ADARs regulate germline gene expression. (*A*,*B*) Expression of edited genes in *adr-2(-)* germlines compared to control (WT) germlines (*A*) and *adr-1(-)* germlines compared to control (WT) germlines (*B*). Data represent expression values from DESeq analysis averaged across three biological replicates. (*) Significant change in expression (*P*_adj_ ≤ 0.05, log_2_ fold change ≥0.05). (*C*) Differentially expressed genes in *adr-2(-)* germlines compared to wild type (*left*) and *adr-1(-)* germlines compared to wild type (*right*). Gray points denote genes with no significant change in expression, red points denote significantly upregulated genes (*P*_adj_ ≤ 0.05, log_2_ fold change ≥0.5), and blue points denote significantly downregulated genes (*P*_adj_ ≤ 0.05, log_2_ fold change ≤0.5). Two outlying genes were left out of *adr-2(-)* figure for scale: *adr-2* (log_2_ fold change = −6.13, *P*_adj_ = 2.23 × 10^−241^) and *cls-3* (log_2_ fold change = 3.77, *P*_adj_ = 1.40 × 10^−123^). (*D*) Gene ontology analysis of genes misregulated in *adr-2(-)* germlines compared to wild type (*left*) and *adr-1(-)* germlines compared to wild type (*right*). (*E*) TapeStation measurements of 18S and 26S rRNA in wild-type, *adr-1(-)*, *adr-2(-)*, and *adr-1(-);adr-2(-)* germlines. rRNA concentrations are normalized to a spike-in RNA of known concentration. Data represent three biological replicates. Significance determined via one-way ANOVA, (ns) *P* > 0.05, (*) *P* ≤ 0.05.

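The deleted gene itself checks the strains. adr-2 (WBGene00000080, chromosome III, 7231039 to 7232882, minus strand, WBcel235) had normalized counts of 3020, 2822 and 2852 in wild-type replicates 1, 2 and 3 and of 29.2, 61.0 and 35.6 in adr-2(-) replicates 1, 2 and 3. Its log2 fold change was -6.15 (standard error 0.24, adjusted p = 5.4e-06 from limma with Benjamini-Hochberg adjustment). cls-3 (WBGene00013847, chromosome III, 9186558 to 9191109, minus strand) had 4019 ± 746 normalized counts (SD, n = 3) in adr-2(-) and 294 ± 71.3 (SD, n = 3) in wild type, a log2 fold change of 3.78 (standard error 0.19, adjusted p = 3.3e-05, limma). It lies inside the gene ZC84.7, chosen after its values were seen, which is on the other strand, and the paper's text does not name whether counting used the strand, so the reads of the pair are uncertain. Both genes were called with each of the 6 libraries left out in turn.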

While loss of editing did not show significant impacts on germline gene expression, previous studies have shown that misregulated editing can have more severe impacts than loss of editing altogether (Ganem et al. 2019). As such, we were interested in whether loss of regulation by ADR-1 affects the expression of edited transcripts. To investigate this, differential gene expression analysis was performed for germlines isolated from *adr-1(-)* animals compared to those isolated from wild-type animals. Similar to what was observed upon loss of editing, loss of *adr-1* resulted in minimal changes in gene expression across edited transcripts, with only one edited transcript (*scyl-1*) showing significant changes in expression (*P*_adj_ ≤ 0.05, log_2_ fold change ≥0.5). Of note, ADR-1-regulated editing sites (Fig. 3B; Supplemental Table S3) were not found in *scyl-1* in our analysis, suggesting that any changes in its expression upon loss of *adr-1* do not result from *adr-1*-dependent changes in editing.

While aberrant editing activity does not appear to affect the expression of germline-edited genes, loss of either *adr-2* or *adr-1* resulted in misregulation of several unedited genes. In the absence of *adr-2*, 93 genes were significantly upregulated compared to wild type and 34 genes were significantly downregulated compared to wild type (Fig. 3C, left; Supplemental Table S3). 

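By limma with Benjamini-Hochberg adjustment, 29 of the 9779 genes tested were called, 20 higher and 9 lower in adr-2(-), and 1227 genes had an unadjusted p-value under 0.05. All 29 are also past the threshold in the authors' deposited table. In each of the 29, the libraries of one strain all lay above those of the other, which held for 18.8% of all genes tested and which chance gives for 10%. The choice of test changed the number most: DESeq2 on the recovered reads called 127 genes, 93 higher and 34 lower, the same 127 as in the authors' deposited table. Leaving out adr-2(-) replicate 2 gave 64 genes, 20 higher and 44 lower, and leaving out wild-type replicate 1 gave 8, and 7 genes were called whichever library was left out.
After cls-3, the largest increases were those of Y73B6BL.12, with a log2 fold change of 2.80 (standard error 0.45, adjusted p = 0.0482, limma), sulp-6, with 2.53 (standard error 0.36, adjusted p = 0.0272, limma), mua-3, with 2.38 (standard error 0.16, adjusted p = 3.2e-04, limma), and the mitochondrially encoded WBGene00010965, with 2.24 (standard error 0.17, adjusted p = 5.6e-04, limma). Of these, mua-3 and WBGene00010965 were called with each library left out, Y73B6BL.12 in 1 of the 6 such fits and sulp-6 in 2.
After adr-2, the largest decreases were those of the rRNA gene rrn-2.1, with a log2 fold change of -3.26 (standard error 0.45, adjusted p = 0.0234, limma), W02D9.4, with -3.20 (standard error 0.51, adjusted p = 0.0482, limma), WBGene00020167, with -1.85 (standard error 0.25, adjusted p = 0.0234, limma), and WBGene00021662, with -1.65 (standard error 0.21, adjusted p = 0.0168, limma). With each library left out in turn, rrn-2.1 and WBGene00021662 were called in 3 of the 6 fits and W02D9.4 and WBGene00020167 in 2.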

Loss of *adr-1* had a slightly lesser impact on gene expression than *adr-2*, with 25 genes significantly upregulated compared to wild type and 60 genes significantly downregulated compared to wild type (Fig. 3C, right; Supplemental Table S3). Notably, there was little overlap between the genes misregulated upon loss of *adr-2* and *adr-1*, with only five genes misregulated in both data sets. To identify any common themes in the genes regulated by *adr-2* and *adr-1* in the germline, gene ontology analysis was performed using a *C. elegans*–specific program, WormCat (Fig. 3D; Supplemental Table S3; Holdorf et al. 2020). This analysis showed that loss of *adr-2* and loss of *adr-1* both affected expression of genes involved in proteolysis and extracellular material; both of these categories have been shown to be affected by loss of ADR-2 in the nervous system as well (Mahapatra et al. 2023), and extracellular material was shown to be affected by loss of ADARs in whole worms (Dhakal et al. 2024). Uniquely, the genes misregulated by loss of *adr-2* were most highly enriched for genes associated with ribosomes (8/127 genes; *P* = 1.31 × 10^−5^), including ribosomal subunit proteins as well as ribosomal RNAs (rRNAs) (Fig. 3D, left).

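The expression table holds 80 genes named rpl-, rps- or rla- and 7 rRNA genes, of which 79 and 3 were tested. In the limma test only rrn-2.1 was called among them (Fisher's exact test against all genes tested, two-sided, p = 0.217). Its normalized counts were 7615, 29035 and 28612 in wild-type replicates 1, 2 and 3 and 1477, 2528 and 1935 in adr-2(-) replicates 1, 2 and 3. The authors' deposited table has 8 ribosomal genes past the threshold, 7 of them lower in adr-2(-) (Fisher's exact test against the genes with an adjusted p-value, p = 1.1e-05). These are rla-2, rpl-43, rps-28, rps-29, rpl-41.1, rrn-2.1 and rrn-3.1, all lower, and rpl-41.2, which was higher, with 446 ± 222 normalized counts (SD, n = 3) in adr-2(-) and 169 ± 42.0 (SD, n = 3) in wild type. rpl-41.1 and rpl-41.2 lie 699 nt apart on chromosome I, and the paper's text does not name how reads that match both were counted, so the values of the pair are uncertain. The number of ribosomal genes called by DESeq2 depended on single libraries. It was 1 without wild-type replicate 3 (Fisher's exact test, p = 0.506) and 2 without adr-2(-) replicate 1 (Fisher's exact test, p = 0.163). It was 19 without adr-2(-) replicate 2, and from 5 to 8 in the other fits with a library left out.
As a group, 76 of the 79 ribosomal protein genes were lower in adr-2(-), with a median log2 fold change of -0.33, and for 62 every adr-2(-) library lay below every wild-type library. The rotation test fry gave p = 0.0222 for the list and 0.144 after Benjamini-Hochberg adjustment over all lists tested, whereas camera with its preset correlation gave an adjusted p of 9.2e-35. With a library left out, the adjusted p of fry in limma ranged from 0.0091 without adr-2(-) replicate 2, the only such fit in which the list passed, to 0.44 without wild-type replicate 3. The 3 rRNA genes were lower as well, rrn-3.1 with a log2 fold change of -1.55 (standard error 0.27, adjusted p = 0.0747, limma). Without adr-2(-) replicate 2, in which these genes fell least, limma called 20 ribosomal genes, and it called 0 without wild-type replicate 2, wild-type replicate 3 or adr-2(-) replicate 3, fits in which 921, 861 and 875 of all genes tested had an unadjusted p-value under 0.05.

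**Figure D3:**
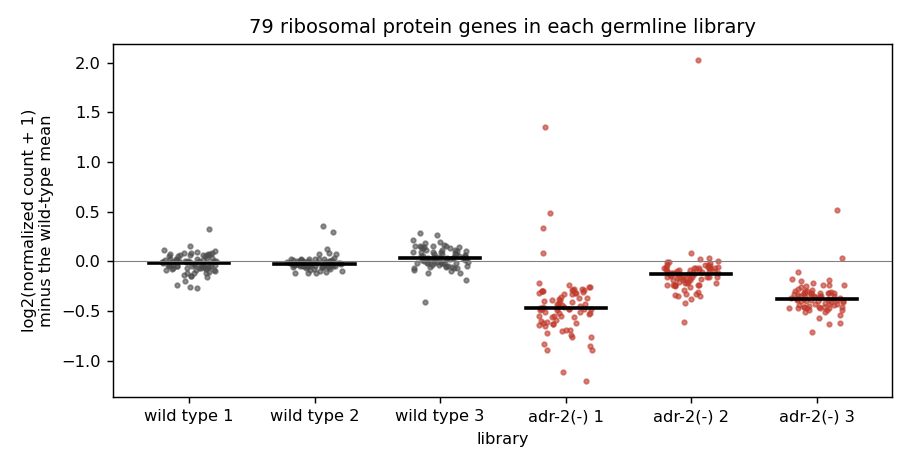
Log2(normalized count + 1) of the 79 ribosomal protein genes minus each gene's wild-type mean (vertical axis) in the 6 germline libraries (horizontal axis). Points are genes and bars are medians, at -0.47, -0.13 and -0.38 in adr-2(-) replicates 1, 2 and 3.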

Because the preparation of the samples for sequencing included poly(A) selection, which should select against rRNAs, we sought to independently test whether the rRNA reduction observed in the *adr-2(-)* germline RNA-seq was due to loss of *adr-2* or simply an artifact of differential poly(A) selection efficiencies across samples. Additionally, we measured rRNA levels in *adr-1(-)* and *adr-1(-);adr-2(-)* animals to determine whether this was a general effect of loss of ADARs. A separate set of germline RNA samples was collected from wild-type, *adr-1(-)*, *adr-2(-)*, and *adr-1(-);adr-2(-)* animals. For each sample, an equal number of germlines were dissected from synchronized animals to minimize differences in cell number. The total RNA for each sample was analyzed using Agilent TapeStation electrophoresis, allowing for direct quantification of highly abundant rRNA species without introducing potential biases during reverse transcription. To control for any potential differences in RNA isolation efficiency, a spike-in RNA of known concentration was included. Agilent software was used to determine the concentrations of 18S and 26S rRNA in each sample relative to the concentration of spike-in RNA. While rRNA levels were unaffected in *adr-1(-)* animals, both 18S and 26S rRNA populations were significantly reduced in *adr-2(-)* germline samples compared to wild-type germline samples (Fig. 3E). Only 26S rRNA was significantly reduced in *adr-1(-);adr-2(-)* germline samples. These data suggest that the reduction in expression of rRNAs seen in our sequencing analysis represents an effect on germline rRNA populations upon loss of *adr-2*.

While we have demonstrated independently that *adr-2* regulates the abundance of rRNA, due to the rRNA-deplete nature of our RNA-sequencing experiment, it remains unclear whether this regulation is due to direct targeting of rRNA species or precursor transcripts or results from regulation of upstream factors involved in rRNA transcription or processing. Due to known genetic interactions of ADARs with small RNA pathways (Reich et al. 2018; Fischer and Ruvkun 2020), we hypothesized that ADR-2 could affect the risiRNA pathway, which has recently been identified to regulate rRNA abundance (Zhou et al. 2017; Wahba et al. 2021). To test this, we measured risiRNA activity using a risiRNA sensor construct (Zhou et al. 2017) in wild-type and *adr-2(-)* animals. While risiRNA sensor abundance was decreased in *adr-2(-)* animals compared to wild type, a similar decrease was seen for the control sensor not targeted by risiRNAs, suggesting that the observed changes were not risiRNA-induced (Supplemental Fig. S1). Thus, ADR-2 likely does not regulate rRNA abundance via the risiRNA pathway. Future experiments should further explore the molecular mechanism of ADR-2 regulation of rRNA abundance and whether this occurs via a direct interaction with double-stranded rRNA precursors or indirectly through alterations of other rRNA processing pathways.

### Altered gene expression upon loss of *adr-2* is buffered at the translational level

The reduction of rRNA levels observed in *adr-2(-)* germlines raised the question of whether translation of germline transcripts was altered in animals lacking *adr-2*. To profile translational activity in a germline-specific manner, relative ribosome association of germline transcripts between wild-type and *adr-2(-)* animals was examined using a tissue-specific translating ribosome affinity purification (TRAP) method (Nousch 2020) followed by high-throughput sequencing. Briefly, strains expressing an integrated, epitope tagged ribosome protein (RPL-4::FLAG) under a germline-specific promoter (*mex5p*) were synchronized and grown to young adulthood. The RPL-4::FLAG construct was chosen as RPL-4 is a relatively ubiquitous component of the heterogeneous ribosome pool and was able to be efficiently pulled down to profile actively translated transcripts (Nousch 2020). Additionally, *rpl-4* was not one of the ribosome component genes whose expression we determined to be impacted by loss of *adr-2*. 

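In the germline libraries, rpl-4 (WBGene00004415, chromosome I, 4645662 to 4646963, minus strand) had 168994 ± 27921 normalized counts (SD, n = 3) in adr-2(-) and 212607 ± 4282 (SD, n = 3) in wild type. Its log2 fold change of -0.34 (standard error 0.12, adjusted p = 0.301 from limma with Benjamini-Hochberg adjustment) was under the fold change minimum. The authors' deposited table gives -0.33 with an adjusted p-value of 0.0251, under the same minimum. Counts in the 3 adr-2(-) libraries were 147588, 200576 and 158818, each below the lowest wild-type count of 207742 (exact permutation test, two-sided, p = 0.1).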

Animals were treated with cycloheximide to induce ribosome stalling, and lysates were generated. Immunoprecipitation was performed using FLAG antibody-conjugated magnetic beads to pull down ribosomes and their associated RNAs.

To validate the tissue-specificity of this method, ribosome-bound RNAs were isolated, and enrichment of representative germline-expressed and soma-expressed genes in the immunoprecipitated samples was quantified using reverse transcription followed by qRT-PCR. Significant enrichment over a negative control (wild-type/nontagged strain) was observed in the germline RPL-4::FLAG strain for the germline-expressed gene *glh-1*, suggesting that germline-translated transcripts are pulled down with this method. Conversely, no significant enrichment over the negative control was seen for the soma-expressed gene *elt-2* (Supplemental Fig. S2). These data demonstrate that the TRAP method is specific for germline ribosomes and their associated RNAs.

To identify the effects of *adr-2* on translation, the germline *RPL-4::FLAG* construct was crossed into an *adr-2* deletion mutant (*adr-2(ok735)*). Importantly, *rpl-4* is not among the ribosome components downregulated by loss of *adr-2*, and *adr-2(-)* animals showed similar expression of RPL-4::FLAG compared to wild type (Supplemental Fig. S3). Germline TRAP was performed on three biological replicates each of wild-type and *adr-2(-)* animals, and cDNA libraries were prepared and sequenced from ribosome-bound RNA fractions (Supplemental Fig. S3). Next, ribosome association of germline transcripts was compared between wild-type and *adr-2(-)* animals. This analysis found minimal change in ribosome association between samples for most transcripts, with only three genes showing significant changes (*P*_adj_ ≤ 0.05) in ribosome association between wild type and *adr-2(-)*, including one gene with decreased association and two genes with increased association (Fig. 4A). However, these results are intriguing when compared to our mRNA expression experiment described earlier (Fig. 3C; Supplemental Table S3), which showed that over 125 genes are misregulated at the mRNA expression level in *adr-2(-)* germlines compared to wild type. The lack of a similar change in ribosome association for these misregulated genes suggests that the changes in mRNA level caused by loss of *adr-2* do not lead to differences in association of the mRNAs with the ribosome (Fig. 4A,B). As such, it is unlikely that these changes in mRNA expression are mirrored at the protein expression level. Alternatively, as over half the genes that change at the mRNA level in germlines lacking *adr-2* exhibit only 1.5- to threefold changes (Supplemental Table S3), it is possible that the TRAP assay is not sensitive enough to detect similar small changes in translational occupancy.

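Of the 29 genes called by limma, 12 (41.4%, 95% exact Clopper-Pearson interval 23.5% to 61.1%) changed between 1.5-fold and 3-fold in either direction. Without wild-type replicate 1 the share was 12.5%, and without adr-2(-) replicate 1 it was 60.0%.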

**FIGURE 4.**
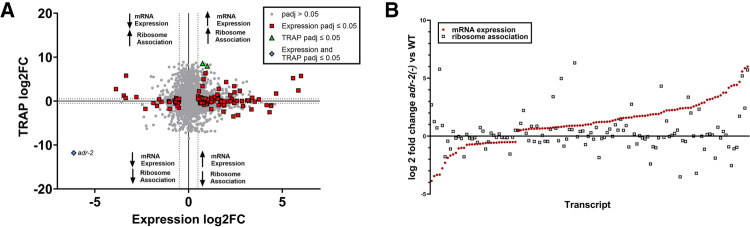
ADR-2-dependent gene expression changes are buffered at the translational level. (*A*) Quadrant scatter plot showing the fold change (log_2_) of germline expression (*x*-axis) and TRAP ribosome association (*y*-axis) in *adr-2(-)* germlines compared to wild type. Gray points denote genes with no significant change in either analysis. Red squares indicate a significant change in mRNA expression only (DESeq2 *P*_adj_ ≤ 0.05, log_2_ fold change |≥0.5|) in *adr-2(-)* compared to wild type, and green triangles indicate a significant change in ribosome association only (DESeq2 *P*_adj_ ≤ 0.05, log_2_ fold change |≥0.5|) in *adr-2(-)* compared to wild type. Blue diamond indicates a significant change in both expression and ribosome association (*adr-2* only). DESeq2 analyses were performed with three biological replicates. Dotted lines represent log_2_ fold change significance cutoff. (*B*) Log_2_ fold change mRNA expression (red circles) and log_2_ fold change germline ribosome association (black squares) in *adr-2(-)* germlines compared to wild type for genes showing significant changes in mRNA expression (DESeq2 *P*adj ≤ 0.05, log_2_ fold change |≥0.5|).

To begin to distinguish between these possibilities, we sought to examine protein expression of genes that exhibit altered mRNA expression in germlines isolated from *adr-2(-)* animals compared to wild-type germlines. 

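The genes nas-37, which lies on chromosome X from 9944844 to 9949063 (minus strand, WBcel235), and col-118, on chromosome IV from 8848218 to 8849673 (plus strand), had few reads in all germline libraries but one. The normalized counts of nas-37 were 2.10, 1.45 and 1.94 in wild-type replicates 1, 2 and 3 and 90.2, 5.43 and 1.15 in adr-2(-) replicates 1, 2 and 3, from 2, 3, 2, 71, 4 and 1 reads. Those of col-118 were 1.05, 3.86 and 3.87 in wild type and 92.7, 5.43 and 5.75 in adr-2(-), from 1, 8, 4, 73, 4 and 5 reads. The ratio of the mean counts was 17.6 for nas-37 and 11.8 for col-118. Without adr-2(-) replicate 1 it was 1.80 for nas-37, with overlapping groups, and 1.91 for col-118. By limma with Benjamini-Hochberg adjustment, the log2 fold changes were 1.94 for nas-37 (standard error 1.33, adjusted p = 0.581) and 2.13 for col-118 (standard error 1.13, adjusted p = 0.469). DESeq2 on the recovered reads called both, at log2 fold changes of 4.16 for nas-37 and 3.53 for col-118; without adr-2(-) replicate 1 it gave 0.84 and 0.91, with no adjusted p-value for either.

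**Figure D4:**
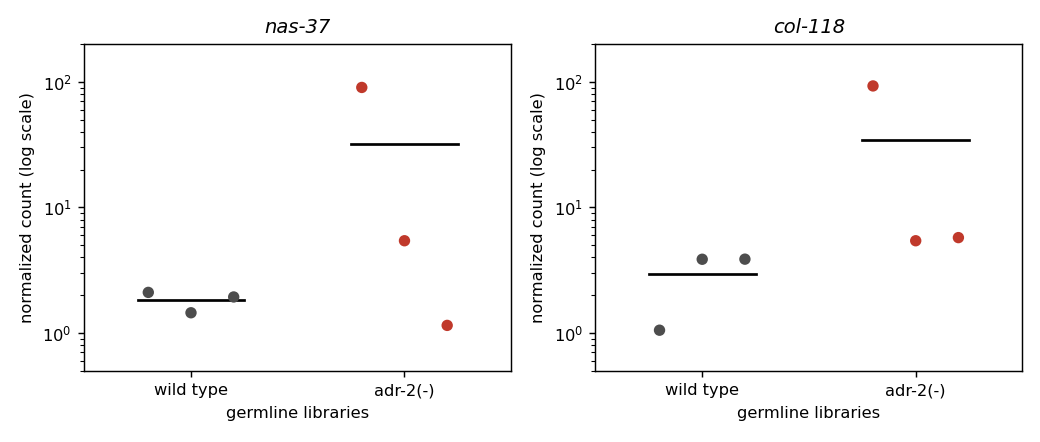
Normalized counts of nas-37 and col-118 (vertical axes, log scale) in wild-type and adr-2(-) germline libraries (horizontal axes). Points are libraries and bars are group means; adr-2(-) replicate 1 lies at 90.2 and 92.7.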

As antibodies specific to the *C. elegans* proteins are not readily available, we chose to make use of existing FLAG epitope-tagged strains of *nas-37* and *col-118*, which exhibit 10- to 20-fold upregulated mRNA expression in germlines lacking *adr-2* but similar levels of germline ribosome association in wild-type and *adr-2(-)* animals. Because both proteins were expressed at levels too low to be detected in isolated germlines (data not shown), quantitative immunoblotting was performed on whole young adult animals. Consistent with the translational buffering hypothesis, immunoblotting revealed similar levels of NAS-37 and COL-118 proteins in wild-type and *adr-2(-)* young adult animals (Supplemental Fig. S4). While additional proteins should be examined, particularly in isolated germlines, our data suggests that, similar to other germline studies of RNA binding protein mutants (Rochester et al. 2022), there are additional levels of secondary regulation, which can buffer changes in mRNA expression to maintain proper translational output in the absence of *adr-2*. This finding may also explain why loss of *adr-2* alone, despite causing significant changes in gene expression at the mRNA level (Fig. 3C; Supplemental Table S3), does not cause any obvious defects in germline development or function. However, as several genes with associated germline and fertility phenotypes are misexpressed at the transcript level when *adr-2* is absent, if factors necessary for the translational buffering mechanism are disrupted in this context, it seems likely that germline function and fertility would be affected. Interestingly, fertility defects have been observed when *adr-2* is lost along with other factors (Reich et al. 2018; Fischer and Ruvkun 2020; Erdmann et al. 2024). While studies of germline gene expression regulators have demonstrated the presence of redundant and overlapping regulatory pathways that act as fail-safes to ensure proper germline function (Vanden Broek et al. 2022; Kelley et al. 2026), future studies specifically in *adr-2(-)* animals are needed to understand the mechanism of regulation at play here.

In sum, we demonstrate in this study that A-to-I RNA editing occurs at over 1000 sites across 71 germline transcripts. Interestingly, we see minimal changes in mRNA expression and translational status of edited transcripts in the absence of *adr-2*. While it is possible that editing has no effect on these transcripts under normal conditions, it is also possible that the effects of editing on these transcripts are not evident within the adult germline, where these experiments were performed. In addition to executing gametogenesis, a major function of the germline is to prepare for early embryonic development. As such, a cache of maternal transcripts is transcribed during gametogenesis and stored for use in early embryonic development before the onset of zygotic transcription (Rajyaguru and Parker 2009). Thus, editing of maternal transcripts in the germline may affect their fate in the embryo. While many of the germline edited transcripts identified in this study are known maternal transcripts (Supplemental Table S1; Quarato et al. 2021), further studies are needed to determine whether editing events are present on inherited early embryonic transcripts and whether editing impacts the stability or translation of these transcripts. It is also possible that the whole-germline nature of our studies has obscured effects on edited genes that may be restricted to specific cell types or stages in the germline. Single-cell studies and studies at different developmental stages may shed light on cell type– and stage-specific interactions and their potential effects on germline development and function.

Additionally, we demonstrate that *adr-2* affects the expression of several ribosome components and rRNAs, leading to an overall reduction in both 18S and 26S rRNA concentrations. Studies of ribosome composition have revealed that ribosomes are highly heterogeneous, consisting of different sets of ribosomal proteins and rRNAs (Gay et al. 2022). Further studies have revealed that this heterogeneity can have functional consequences, with ribosomes of different composition preferentially translating different subsets of transcripts (Shi et al. 2017; Norris et al. 2021). Ribosome compositions have been shown to vary between tissues, developmental time points, and environmental conditions to facilitate unique translational regulation with functional consequences (Hopes et al. 2022; Li et al. 2022; Milenkovic and Novoa 2025). As such, the regulation of ribosome components by ADR-2 in the germline may contribute to germline-specific patterns of ribosome composition that ultimately regulate the germline translational landscape. While the TRAP assay performed in this study is useful for comparing translational efficiency of specific transcripts, its pulldown-based strategy makes it unsuitable for comparing bulk translational activity. More general activity assays, such as polysome profiling or puromycin incorporation assays, would be useful for determining whether regulation of ribosome components by *adr-2* has a general effect on germline translational output. Future studies are needed to elucidate the molecular relationship between ADR-2, ribosome component expression, and germline translational activity, as well as the downstream consequences of ADR-2-dependent gene regulation on germline development and function.

## MATERIALS AND METHODS

### Worm strains and maintenance

All worm strains were maintained at 20°C on nematode growth media (NGM) seeded with *Escherichia coli* OP50. Worms were thawed regularly from frozen stocks to minimize effects of accumulated random mutations. The following previously generated strains were used in this study: Bristol Strain N2, SS104 (*glp-4(bn2)*) (Beanan and Strome 1992), BB19 (*adr-1(tm668)*) (Hundley et al. 2008), BB20 (*adr-2(ok735)*) (Hundley et al. 2008), BB21 (*adr-1(tm668);adr-2(ok735)*) (Hundley et al. 2008), SHG248 (control sensor) and SHG278 (risiRNA sensor) (Zhou et al. 2017), EV484 (efls155[*mex-5p*::*rpl-4*::FLAG::*tbb-2* 3′UTR + *Cbr-unc-199*(+)]II) (Nousch 2020), HAH36 (V5::*adr-1*;3xFLAG::*adr-2*) (Dhakal et al. 2024), HAH61 (3xFLAG::*adr-2*) (Dhakal et al. 2024), JDW436 (*nas-37*(wrd106[*nas-37::mNG::3xFLAG*])), and JDW827 (*col-118*(wrd343[*col-118::mNG::3xFLAG*])). Strains generated in this study include HAH87 (efls155[*mex-5p*::*rpl-4*::FLAG::*tbb-2* 3′UTR + *Cbr-unc-199*(+)]II), HAH88 (*adr-2(ok735)*; efls155[*mex-5p*::*rpl-4*::FLAG::*tbb-2* 3'UTR + *Cbr-unc-199*(+)]II), HAH101 (control sensor), HAH102 (*adr-2(-)*;control sensor), HAH103 (risiRNA sensor), HAH104 (*adr-2(-)*; risiRNA sensor), HAH131 (*nas-37*(wrd106[*nas-37::mNG::3xFLAG*]), HAH132 (*nas-37*(wrd106[*nas-37::mNG::3xFLAG*]) *adr-2(ok735)*), HAH133 (*col-118*(wrd343[*col-118::mNG::3xFLAG*])), and HAH134 (*col-118*(wrd343[*col-118::mNG::3xFLAG*]) *adr-2(ok735)*).

Crossed strains were made by placing 10–15 males and one hermaphrodite on mating plates (NGM plates seeded with a small spot of *E. coli* OP50 in the center), and genotyping was performed for the F1 progeny and F2 progeny using primers mentioned in Supplemental Table S5. The specific crosses performed included creation of HAH87 and HAH88 by crossing EV484 hermaphrodites to BB20 males, creation of HAH101 and HAH102 by crossing SHG248 hermaphrodites to BB20 males, creation of HAH103 and HAH104 by crossing SHG278 hermaphrodites to BB20 males, creation of HAH131 and HAH132 by crossing JDW436 hermaphrodites to BB20 males, and HAH133 and HAH134 by crossing JDW827 hermaphrodites to BB20 males.

### Bleaching

Synchronized animals were obtained by bleaching gravid adult animals with a solution of 5 M NaOH (33%) and sodium hypochlorite (Fisher Scientific) (66%). After the solution was added, animals were incubated on a shaker at 20°C for 7 min and then spun down to collect embryos. Embryos were washed with 1× M9 buffer (22 mM KH_2_PO_4_, 42.3 mM Na_2_HPO_4_, 85.6 mM NaCl, and 1 mM MgSO_4_) solution thrice and incubated overnight in 1× M9 buffer at 20°C. The next day, hatched L1 worms were spun down and washed again with 1× M9 buffer thrice.

### Quantitative real-time PCR

RNA was extracted using standard TRIzol–chloroform extraction followed by treatment with TURBO DNase (Ambion) and cleanup with the RNeasy Extraction Kit (QIAGEN). Reverse transcription was performed on total RNA using random hexamer primers, oligo dT, and Superscript III (Thermo Fisher). Gene expression was determined using KAPA SYBR FAST Master Mix (Roche) and gene-specific primers (Supplemental Table S6) on a Thermo Fisher QuantStudio 3 instrument. The primers designed for qPCR spanned an exon–exon junction to prevent detection of genomic DNA in the samples. For each gene analyzed, a standard curve of eight to 10 samples of 10-fold serial dilutions of the amplified product was used to generate a standard curve of cycle threshold versus the relative concentration of amplified product. Standard curves were plotted on a logarithmic scale in relation to concentration and fit with a linear line. Fit (*r*^2^) values were around 0.99, and at least seven data points fell within the standard curve. Each cDNA measurement was performed in three technical replicates, and each experiment was performed in three biological replicates.

### Germline immunostaining and imaging

Germlines were extruded from synchronized L4 or day-1 adult HH36 animals. Germlines were fixed with 1% paraformaldehyde and methanol and permeabilized with 0.2% Triton X-100 (Sigma-Aldrich). Germlines were stained with anti-V5 (Cell Signaling Technology) and anti-FLAG (Sigma-Aldrich) primary antibodies, followed by Alexa Fluor 594 (Thermo Fisher Scientific), Alexa Fluor 488 (Thermo Fisher Scientific), and DAPI (4′,6-diamidino-2-phenylindole) (Thermo Fisher Scientific). Germlines were mounted in Vectashield (Vector Labs) and imaged using a Leica SP8 Scanning Confocal Microscope (Indiana University Light Microscopy Imaging Center). Images were processed using ImageJ.

### Germline sample collection for RNA-sequencing

Germline sample collection for RNA isolation was performed as previously described (Campbell and Updike 2015), with slight modifications. Synchronized young adult (60 h post egg-lay) animals were used for germline dissection. Animals were picked into egg buffer (118 mM NaCl, 48 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2,_ 25 mM HEPES, pH 7.3 adjusted osmolarity to 340 mOsm with sucrose) containing levamisole (2.5 mM). Animals were cut at the pharynx to allow for extrusion of the gonad. Germlines were collected via mouth aspiration using a pulled glass capillary coated with Sigmacote (Sigma-Aldrich). For germline RNA samples, germlines were dispensed into 400 µL TRIzol on ice and then frozen in liquid nitrogen. RNA was extracted using standard TRIzol–chloroform extraction followed by treatment with TURBO DNase (Ambion) and cleanup with the RNeasy Extraction Kit (QIAGEN).

### RNA-sequencing library preparation

For both the germline RNA-seq experiments and the TRAP-seq experiment: DNase-treated total RNA was subjected to two rounds of poly(A) selection using magnetic oligo(dT) beads (Invitrogen). Libraries were created from entire poly(A)-selected RNA samples using the KAPA Stranded RNA-seq Library Prep kit (Roche); cleanup steps were performed using AMPure XP beads (Beckman Coulter). Library fragment size distribution (200–900 bp) was determined via TapeStation electrophoresis (Agilent). Libraries for each of three biological replicates per condition were pooled by concentration and sequenced on a NextSeq 2000 (75 cycles) flow cell at the Indiana University Center for Genomics and Bioinformatics. The quality of the sequencing reads obtained was checked using FASTQC (version 0.12.1), the results of which are summarized in Supplemental Table S6.

### Bioinformatic analysis of germline RNA-sequencing data

Reads were aligned to a reference genome (*C. elegans* PRJNA13758 WS275) using STAR (version 2.7.10b). Percent uniquely mapped reads for each sample are listed in Supplemental Table S5. A-to-I editing site identification was performed using SAILOR (Deffit et al. 2017; Kofman et al. 2023). Each biological replicate was analyzed separately. Editing sites called at ≥75% confidence in all three replicates of wild-type germlines were selected as high-confidence editing sites. Editing sites also called in *adr-2(-)* germlines (regardless of confidence) were removed as false positives (Supplemental Fig. S5). Variant analysis was performed using BCFtools mpileup (Danecek et al. 2021). Differential gene expression analyses were performed in R with DESeq2 (Love et al. 2014). Gene ontology enrichment analyses were performed with WormCat (Holdorf et al. 2020). Full code for these analyses is available at https://github.com/emierdma/GSF3037.

### Two logo analysis

Germline- and neural-specific edit sites and their genomic coordinates were extracted from Supplemental Table S1 and converted to BED files with strand information pulled from the reference genome (*C. elegans* PRJNA13758 WS275). Nucleotides flanking the edit sites (±2 nt) were extracted with BEDTools (Quinlan and Hall 2010), and the resulting 5mers were converted to FASTA. Control samples were comprised of a random adenosine and its ±2 flanking nucleotides that were ∼2000 nt away from edit sites. Control samples matched experimental samples in number of sites. Two Sample Logo (http://twosamplelogo.org) was used to identify under- and overrepresented flanking nucleotides.

### Germline sample collection and rRNA measurement

Germlines were dissected for RNA isolation as described above. An equal amount of a spike-in RNA of known concentration (*C. elegans lam-2* synthesized via in vitro transcription, adapted from Rajendren et al. 2018) was added to each germline sample, and then RNA was extracted using standard TRIzol–chloroform extraction followed by treatment with TURBO DNase (Ambion) and cleanup with the RNeasy Extraction Kit (QIAGEN). Total RNA was run on the Agilent TapeStation using High Sensitivity RNA ScreenTape (Agilent). Peaks for the spike-in RNA (160 nt), 18S rRNA (∼1000 nt), and 26S rRNA (∼2000 nt) were automatically assigned by the TapeStation software, with adjustments as needed. Concentrations for spike-in, 18S rRNA, and 26S rRNA were calculated by the TapeStation software.

### Translating ribosome affinity purification (TRAP)

Animals were synchronized via bleaching and allowed to grow to young adulthood. Young adult animals were washed from plates with 1× M9 buffer and incubated for 20 min without food to allow for digestion of OP50. Animals were then washed once in extract buffer (50 mM HEPES, 70 mM K-acetate, 5 mM Mg-acetate, 10% glycerol, 1% NP-40, pH 7.4) with added EDTA-free protease inhibitor (Roche) and cycloheximide (100 μg/mL) and resuspended in an equal volume of concentrated extract buffer with protease inhibitor and cycloheximide before being dripped into liquid nitrogen to make pellets. Pellets were ground to a fine powder and allowed to thaw and then centrifuged to generate a clear lysate. Input lysate was taken and either boiled with 6× SDS buffer for 5 min for western blotting or frozen in 400 µL TRIzol for RNA isolation. For each immunoprecipitation (IP), 200 µg of lysate was added to 25 µL of prewashed FLAG magnetic resin along with 200 µL of concentrated extract buffer with cycloheximide and brought up to 1 mL volume with extract buffer with no added detergents. Lysates were incubated with resin for 2 h at 4°C and then washed thrice with KCl wash buffer (10 mM HEPES pH 7.4, 150 mM KCl, 5 mM MgCl_2_, and 1% NP-40) with added cycloheximide (100 μg/mL) and protease inhibitor (Roche) and twice with 1× TBS. For IPs taken for western blotting, beads were resuspended in 40 µL 2× SDS buffer and boiled for 5 min. For IPs taken for RNA isolation, beads were resuspended in 1× TBS and incubated with 0.5 µL Proteinase K for 15 min at 42°C with shaking at 1200 rpm. Supernatant was removed from beads and added to 400 µL TRIzol and frozen.

### Western blotting

For TRAP experiments, input and IP samples were run on an SDS-PAGE gel and then transferred to a nitrocellulose membrane. For the whole worm analyses of COL-118 and NAS-37 expression, lysates from young adult animals were run on an SDS-PAGE gel and then transferred to a nitrocellulose membrane. Membranes were blocked in milk for 1 h and then incubated in 1× TBS containing primary antibody (1:2000 αFLAG (Sigma-Aldrich F1804), (1:1000 αβ-actin [Cell Signaling Technologies D6A8]) overnight at 4°C. Membranes were washed thrice with 1× TBS and then incubated in 1× TBS containing secondary antibody (FLAG: 1:40,000 αMouse HRP [TRAP] or 1:20,000 αMouse HRP (NAS-37, COL-118; actin: 1:40,000 αRabbit HRP)) for 1 h. Membranes were washed thrice more in 1× TBS before developing with ECL (either 50% pico/50% femto [TRAP] or 100% pico [NAS-37/COL-118 experiments], Fisher). Blots were imaged on a Bio-Rad ChemiDoc instrument. Band intensities were quantified using ImageJ.

### Bioinformatic analysis of TRAP-sequencing data

Reads were aligned to a reference genome (*C. elegans* PRJNA13758 WS275) using STAR (version 2.7.11a). Percent uniquely mapped reads for each sample are listed in Supplemental Table S6. Differential gene expression analyses were performed in R with DESeq2 (Love et al. 2014). Full code for these analyses can be found at https://github.com/emierdma/GSF3037.

## DATA DEPOSITION

Strains and plasmids are available upon request. Raw and processed high-throughput sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE299666 and to the EMBL-EBI European Nucleotide Archive (ENA; https://www.ebi.ac.uk/ena/browser/home) under accession numbers PRJEB100883 and PRJEB100892.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

How the deposited data were processed for this re-analysis (not part of the article)

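RNA of germlines dissected from 3 wild-type and 3 adr-2(-) replicates was sequenced by the authors. Samples were mapped to strain and replicate from their labels and the paper's methods. Germlines of adr-1(-) animals, ribosome-bound RNA and whole animals were not analysed here.

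The authors aligned the reads to the WS275 genome with STAR and called editing sites with SAILOR, separately in each wild-type replicate, with 1 merged list for adr-2(-). The deposited coverage of a site is its read depth without normalization, with the share of edited reads beside it, and the deposited confidence is a score between 0 and 1. For expression, the authors divided gene counts by 1 factor per library, and this deposited signal is a normalized count; the paper's text does not name how reads were counted per gene. The deposited log2 fold changes, their standard errors, the Wald score and the p-value are the authors' DESeq2 comparison, and are marked as the authors' where given.

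Sites with a confidence of at least 0.75 in all 3 wild-type replicates were kept, and those listed for adr-2(-) at any confidence were removed, as in the paper's methods. Positions are as deposited, in WS275 coordinates, counted from 1. Gene positions, lengths and a second assignment of regions came from the Ensembl release 115 annotation of WBcel235; between 99.6% and 99.7% of the listed sites checked lay inside the gene named for them. Names were found for 17219 of the 18206 genes, and 987 are given by their identifier. Percent editing is edited reads over coverage. Replicates were compared per site by Fisher's exact test. Tested on simulated reads at the 1012 sites, that comparison found 185 of 200 changed sites and 8 others, and 0 sites where none was changed.

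Whole reads were recovered for 100% of the expression values. The design set a count test for counts and limma for normalized values, and limma 3.58.1 in R 4.3.3 was used with a pseudocount of 1 and a minimum mean of 10 normalized counts. On the recovered reads, DESeq2 1.42.0 called 127 genes and edgeR 4.0.16, with its quasi-likelihood test, called 19. Gene lists were tested with fry and camera. On counts simulated from these libraries with 200 changed genes, limma called 127 of the changed genes (63.5%) and 14 others among 9787 tested, edgeR 127 and 12 others among 9615, and DESeq2 143 and 38 others among 17319. With no gene changed, limma and edgeR called 0 genes and DESeq2 called 8. The simulation gave no library a pattern of its own, as adr-2(-) replicate 1 has. With changed genes limma called 141 genes in all and DESeq2 181, far closer than in the real libraries. These rates may therefore not hold for the real libraries. No pair of libraries of a strain was alike within sampling noise, since the chi-square per degree of freedom was at least 25.8.

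The genes named were set by rule: those the paper names for these libraries, every called ribosomal gene, and the 5 largest increases and 5 largest decreases among called genes whose groups do not overlap. For editing, these were the 10 genes with the most sites, gid-7 and scyl-1, the 5 sites with the highest percent editing among those with at least 20 reads in every wild-type replicate, and every high-confidence site in coding sequence. Genes named outside the rule were chosen after their values were seen. adr-1 was not analysed here.

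Lists of germline, sperm, major sperm protein, muscle, intestine, neuron, molting, gonadal sheath, collagen, ribosomal protein and rRNA genes were fixed in advance. The lists of edited genes and of mitochondrial mRNAs were added. Alternatives covered the confidence and coverage minimums, the number of replicates required, the annotation, the test, the normalization, the pseudocount, the filter on low counts, the thresholds, a replicate block and leaving out each library. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.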

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

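All tests in this part were chosen after the results were seen.

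The mitochondrially encoded mRNAs, which the paper does not discuss, were higher in adr-2(-) germlines than in the wild-type controls. Across the 12 mRNAs the median log2 fold change was 1.22, 11 were higher and 6 were called by limma. In 7 every adr-2(-) library lay above every wild-type library. Chance gives 10% for groups apart in either direction. The 12 mRNAs are not independent of each other, so their number cannot be weighed against that share. COX3 rose by 1.69 (standard error 0.20, adjusted p = 0.0099, limma with Benjamini-Hochberg adjustment), and WBGene00010961 was the only 1 of the 12 below 0 by limma, at -0.18, and 0.06 in the authors' deposited table. For the list, limma's rotation test fry gave an adjusted p of 0.129 with Benjamini-Hochberg adjustment over all lists tested, and limma's camera an adjusted p of 2.5e-14. With a library left out, the adjusted p of limma's fry ranged from 0.0106 without adr-2(-) replicate 2, the only such fit in which the list passed, to 0.44 without wild-type replicate 3. Mitochondrial genes took 0.383%, 0.405% and 0.328% of the reads in wild-type replicates 1, 2 and 3 and 1.46%, 0.827% and 1.06% in adr-2(-) replicates 1, 2 and 3. With TMM scaling the median was 1.20. Other tissue in adr-2(-) replicate 1 is not the whole source: in both other adr-2(-) libraries 7 of the 12 lay above every wild-type library, and the median without replicate 1 was 0.97. Lower depth is argued against by the wild-type libraries: relative to the wild-type mean, the median log2 level of the mRNAs was -0.07, 0.13 and 0.07 in replicates 1, 2 and 3, highest in replicate 2, the deepest, and it was 1.76, 0.50 and 1.52 in adr-2(-) replicates 1, 2 and 3. A difference between the strains, including an unequal yield in dissection or poly(A) selection, stays open and was not tested.

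Editing sites may also lie in genes outside the 71. Among the sites that reached the confidence minimum in 2 wild-type replicates but not in the third, and that were not listed in adr-2(-), 159 lay in 71 other genes, and 18 of these genes had at least 3 such sites. False calls of the kind found in adr-2(-) do not account for them as a set: 62.3% lay within 50 nt of another, against 4.34% of 2442 confident adr-2(-) calls in genes outside the 71 (Fisher's exact test, two-sided, p = 3.5e-78, in which neighbouring sites are not independent). The comparison is not even, since the adr-2(-) calls come from 1 merged list and were not required in 2 replicates, and 131 genes outside the 71 had at least 3 confident calls in adr-2(-). The difference between 2 and 3 replicates goes with depth. Of all 954 sites called in 2 replicates only, 92.5% were called in replicate 2, the deepest, where equal replicates would give about 2 in 3. rpi-1 and Y79H2A.3, named after their values were seen, had 10 such sites each.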

How the results depend on the processing

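The edgeR and TMM settings, the minimum of 3 edited reads and every alternative to DESeq2 itself were chosen after the data had been seen, and the other alternatives were set before the data were examined.

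The number of editing sites stayed within 1.5 times 1012 in 11 of 12 settings, and rose to 1966 sites in 142 genes where 2 replicates sufficed. Leaving out a wild-type replicate gave from 1084 to 1464 sites and from 85 to 111 genes, as fewer replicates then have to carry each site. The share in 3′ UTRs ranged from 80.2% to 85.2% in those fits. It was 89.6% with at least 10 reads in every replicate, 81.8% with the reference annotation and 78.1% with each gene counted once. Median percent editing of 25.2% became 23.6% with at least 10 reads and 20.8% with at least 20 reads in every replicate, and the read-weighted mean was 23.7%.

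The number of called genes depended on the test and on single libraries. Against 29 genes with limma, DESeq2 called 127, among them 8 ribosomal genes and 1 edited gene, gid-7; edgeR called 19. An adjusted p-value of at most 0.01 left 12 genes and 0 ribosomal genes. Leaving out 1 library gave from 8 to 64 genes, from 0 to 20 ribosomal genes and a share of 12.5% to 60.0% between 1.5-fold and 3-fold; the 8 were reached without wild-type replicate 1 and without adr-2(-) replicate 3, and both 64 and 20 without adr-2(-) replicate 2. That fit also turned the balance, with 31.2% of calls higher against 69.0% with all libraries. Under DESeq2 the same left-out fits gave from 62 to 211 genes, and from 1 to 19 ribosomal genes. The 1 was reached without wild-type replicate 3 and the 19 without adr-2(-) replicate 2. With limma, ribosomal calls were 2 without a filter on low counts, and 0 among the ribosomal protein genes alone. Adjusted over the list alone, 1 edited gene was called without adr-2(-) replicate 1 and 1 without a filter on low counts. The number of edited genes called was 0 in every limma and edgeR setting that adjusts over all genes tested, with 12 at an unadjusted p-value under 0.05 in the limma test of all libraries. The cause was not tested, except that fewer libraries enter the fits that leave 1 out.

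The replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated at 0.03, -0.22 and 0.38. With the replicate number as a block, limma called 25 genes, 22 of them among the 29, and 2 ribosomal genes; 1 edited gene was called adjusted over the list alone. DESeq2's size factors are those already in the values, so that setting moved nothing.

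Of the 9 tissue and sperm lists, 3 passed camera, those of collagen, muscle and intestine genes, all with higher levels in adr-2(-). When a library was left out, from 1 to 6 passed, in either direction. The 1 without adr-2(-) replicate 1 was the major sperm protein list, which was lower in adr-2(-) (limma's camera, adjusted p = 0.003), so that no list was higher there, and of the 6 without wild-type replicate 3 those of germline, sperm and major sperm protein genes were lower. None of the 9 passed fry in any setting, and with all libraries 0 had an unadjusted p-value under 0.05. Among the other lists, fry passed those of ribosomal protein genes and mitochondrial mRNAs without adr-2(-) replicate 2, and that of edited genes without wild-type replicate 1 (adjusted p = 0.0437 from limma's fry, against 0.266 with all libraries). Among the 15 named genes followed through the settings, 6 lost their call in 30 fits in all. In some of these fits the fold change was as large or larger. Of the 15 genes, 3 gained a call, gid-7, nas-37 and col-118 under DESeq2. Other named genes are not in this count, such as COX3, called in 3 of the 6 fits with a library left out. Also outside it, rla-2 and ZC84.7 were called by DESeq2 and not by limma. The log2 fold change of scyl-1, near 0, ranged from -0.11 to 0.0036 with a library left out, and changed sign only without wild-type replicate 1, where it was 0.0036. No alternative moved the p-value for position near adr-2 under 0.05, the lowest being 0.0822 without wild-type replicate 3. The bases beside the editing sites were not run.

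Other splits of the 6 libraries bear on these counts. Only the real split of the 10 gave 29 genes with limma, and each of the other 9 gave 0. With DESeq2, 2 of the 10 gave as many as 127: the split of wild-type replicates 1 and 2 and adr-2(-) replicate 1 from the rest gave 129. Only 1 of the 10, the real one, gave a median of the ribosomal protein genes as far from 0, and 5 of the 10 did for the muscle genes. With 10 splits the share cannot fall below 0.1.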

Differences from the paper's values

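No test in this part was chosen after the result was seen.

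With limma, 20 genes were higher in adr-2(-) against the paper's 93, 9 lower against the paper's 34, and 29 in all against the paper's 127; 1 ribosomal gene was called against the paper's 8. The adjusted p-values with limma and Benjamini-Hochberg adjustment were 5.4e-06 for adr-2 against the paper's 2.2e-241 and 3.3e-05 for cls-3 against the paper's 1.4e-123. DESeq2 on the recovered reads, an alternative set before the data were examined and the test the paper's methods name, gave 93, 34, 127 and 8, and adjusted p-values of 2.2e-241 and 1.4e-123.

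The paper states that most changed genes differ between 1.5-fold and 3-fold. In the authors' deposited table 51 of 127 genes (40.2%) do; 66 (52.0%) change by at most 3-fold, 15 of them by less than 1.5-fold. With limma the share was 41.4%. The paper names gid-7 as changed; limma did not call it, at an adjusted p-value of 0.158, and DESeq2 did. nas-37 and col-118, which the paper gives as upregulated, were not called by limma, at adjusted p-values of 0.581 and 0.469, and were called by DESeq2.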

Other observations

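All tests in this part were chosen after the result was seen, except those on position near adr-2, on random lists matched for length and on leaving adr-2(-) replicate 1 out of the ribosomal protein genes.

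adr-2(-) replicate 1 stood apart from the other libraries on the first principal component, which held 45.6% of the variance. Relative to the other 2 adr-2(-) libraries, its median log2 level was higher by 2.32 for collagen, 1.61 for intestine, 1.47 for muscle, 0.53 for neuron and 0.27 for molting genes, and lower for germline genes, at -0.10. Sperm genes were higher by 2.46 and major sperm protein genes by 2.54, and those for the gonadal sheath by 0.26. unc-54 had 7747 normalized counts in it, against 1057 and 664 in replicates 2 and 3, vit-2 had 3011 against 545 and 488, and vit-6 had 4696 against 627 and 472; these 3 were chosen after their values were seen. A mislabelled library is argued against by 29.2 normalized counts of adr-2, lower depth by the 33935021 reads of replicate 2, which lacks the pattern, and a few dominant genes by the 6.05% of its reads on its 10 highest genes. Muscle genes rose more than neuron genes (permutation test, two-sided, p = 0.00458). This cannot exclude a lower share of germline that raises every other tissue alike. Only 3 of the 12 neuron genes had at least 100 normalized counts in wild type, and the scale understates changes at few reads. Other tissue carried along in dissection may explain the rise of the somatic genes, as all 5 somatic lists had medians above both other adr-2(-) libraries. The sperm lists are not somatic and rose as far as the collagen genes, and a difference in stage was not tested. The pattern was found and tested on the same data. In wild type as well, 20 of the 23 muscle and 6 of the 22 intestine genes had at least 100 normalized counts. The sperm lists do not separate the strains: relative to the wild-type mean, sperm genes lay at 0.30, 1.41 and -1.66 in wild-type replicates 1, 2 and 3.

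For nas-37, which is on the molting list, and for col-118, other tissue in adr-2(-) replicate 1 cannot be told apart from a small change of the strain. For nas-37 the other 2 adr-2(-) libraries, at 5.43 and 1.15, lay above and below every wild-type library, on 4 reads and 1 read. For col-118 the other 2 libraries, the lower at 5.43, rest on 4 and 5 reads. Over all 93 genes that the authors' deposited table calls higher, adr-2(-) replicate 1 is not the whole source, since DESeq2 without it kept 54 calls. It kept 70 without replicate 2 and 50 without replicate 3. Without replicate 1, 22 calls were lost and 17 genes had no adjusted p-value. These numbers were 21 and 2 without replicate 2 and 43 and 0 without replicate 3. Of the 39 not called without replicate 1, 22 had over 3 times the count of both other adr-2(-) libraries in replicate 1. Those genes were picked for the pattern, so for them tissue and strain cannot be told apart.

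The ribosomal protein genes were lower in adr-2(-) under TMM scaling as well, at a median of -0.35 where all genes had -0.01, and without adr-2(-) replicate 1, at -0.26. Transcript length stays open. Short genes in general were lower: the shortest of 5 equal groups of other genes had a median of -0.06 against 0.02 for the longest, and length and log2 fold change correlated across genes with Spearman's rho of 0.13; genes are not independent replicates. Of 10000 random lists of the genes nearest in length and level, 0 had a median as low as -0.33, but their median was -0.22. Level was not matched, since the median level of those genes lay 5.22 below the 16.2 of the ribosomal protein genes on the log2 scale. The difference from those genes was 0.02, -0.01 and -0.01 in wild-type replicates 1, 2 and 3 and -0.17, -0.02 and -0.13 in adr-2(-) replicates 1, 2 and 3. It was therefore hardly below wild type in replicate 2, and length or level cannot be told apart from a change of these genes.

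No excess of called genes was detected around the deleted gene. Within 2.5 Mb of adr-2 lay 3 of the 28 other called genes with a position, 10.7% against 8.10% of tested genes (Fisher's exact test, two-sided, p = 0.492). Of the 126 other genes with a position that DESeq2 calls, 8 lay there, 6.35% against 8.13% (Fisher's exact test, two-sided, p = 0.621). Sequence differences linked to the deletion cannot be told apart from none for single genes, since these shares do not bear on a few neighbours of adr-2. Beside adr-2, ndus-8, chosen after its values were seen, fell by 0.69 on the log2 scale (standard error 0.05, adjusted p = 7.7e-04, limma with Benjamini-Hochberg adjustment) and was called with each library left out. Among 120 of the 127 genes that the authors' deposited table calls, 14 lay within 10 kb of another. No pair with adr-2 or with a mitochondrially encoded gene was counted, so adr-2 and ndus-8 are not among the pairs. Random sets of tested genes had a median of 4 (permutation test, p = 0.0134), which argues against chance placement. Reads shared between overlapping genes are not the whole source, since 1 of the 8 pairs overlapped, ZC84.7 with cls-3. Another pair is rpl-41.1 with rpl-41.2, where reads that match both genes leave the values uncertain. The rRNA genes rrn-2.1 and rrn-3.1, 384 nt apart on the same strand, are a pair as well. These pairs were not set aside in the permutation test. No biological explanation was tested.

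Most of the 86 sites removed as false positives had the look of edited sites in wild type. False calls present in both strains are argued against by the higher edited share in wild type at 83 of them, and single mismatched reads in adr-2(-) at edited positions may explain their listing, since 60 had 1 edited read there. Of the 86, 80 lay in genes of the final list and 80 within 50 nt of a site that was kept. At edited positions, wild-type coverage was lower relative to adr-2(-) than elsewhere in the gene by more than 1 on the log2 scale in 4 of 7 genes compared, such as gmn-1 at -2.99 ± 0.61 (SD, n = 3), and higher in lem-2, at 1.62 ± 1.99. Loss of edited reads in alignment cannot be told apart from selection, because positions are listed in adr-2(-) only where a read mismatches.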
